# Non-viral Induction of Transgene-free iPSCs from Somatic Fibroblasts of Multiple Mammalian Species

**DOI:** 10.1016/j.stemcr.2021.03.002

**Published:** 2021-04-01

**Authors:** Sho Yoshimatsu, Mayutaka Nakajima, Aozora Iguchi, Tsukasa Sanosaka, Tsukika Sato, Mari Nakamura, Ryusuke Nakajima, Eri Arai, Mitsuru Ishikawa, Kent Imaizumi, Hirotaka Watanabe, Junko Okahara, Toshiaki Noce, Yuta Takeda, Erika Sasaki, Rüdiger Behr, Kazuya Edamura, Seiji Shiozawa, Hideyuki Okano

**Keywords:** induced pluripotent stem cell, reprogramming, marmoset, dog, pig, neural stem cell, primordial germ cell, mammalian, episomal vector

## Abstract

Induced pluripotent stem cells (iPSCs) are capable of providing an unlimited source of cells from all three germ layers and germ cells. The derivation and usage of iPSCs from various animal models may facilitate stem cell-based therapy, gene-modified animal production, and evolutionary studies assessing interspecies differences. However, there is a lack of species-wide methods for deriving iPSCs, in particular by means of non-viral and non-transgene-integrating (NTI) approaches. Here, we demonstrate the iPSC derivation from somatic fibroblasts of multiple mammalian species from three different taxonomic orders, including the common marmoset (*Callithrix jacchus*) in *Primates*, the dog (*Canis lupus familiaris*) in *Carnivora*, and the pig (*Sus scrofa*) in *Cetartiodactyla,* by combinatorial usage of chemical compounds and NTI episomal vectors. Interestingly, the fibroblasts temporarily acquired a neural stem cell-like state during the reprogramming. Collectively, our method, robustly applicable to various species, holds a great potential for facilitating stem cell-based research using various animals in *Mammalia*.

## Highlights

• A species-wide method for deriving transgene-free iPSCs has been established
• Primary colony-forming cells showed a neural stem cell-like profile, named iNSLCs
• mRNA-seq was performed for dissecting the difference between iNSLCs and iPSCs
• Single-cell analysis was performed for assessing the heterogeneity of iNSLCs

## Introduction

Embryonic stem cells (ESCs), derived from the inner cell mass of pre-implantation blastomeres, have potentials for unlimited proliferation by self-renewal and for differentiation into all three germ layers and germ cells (Smith, 2001). As such, ESCs have been considered to be in a “pluripotent” state, referred as pluripotent stem cells (PSCs). The first demonstration of ESC derivation was performed with mice (Evans and Kaufman, 1981; Martin, 1981), and subsequently with non-human primates (NHPs) (Thomson et al., 1995) and humans (Thomson et al., 1998). However, ethical concerns and resource limitations have been imposed on the usage of early blastomeres from several mammalian species, including NHPs and humans. Moreover, the maintenance of *in vitro* culture of early-stage embryos remains challenging, especially for many wildlife mammalian species (Cordova et al., 2017). These circumstances emphasize the necessity of other species-wide approaches for obtaining PSCs.

Alternatively, an unlimited source of cells can be derived from induced PSCs (iPSCs) without ethical and practical limitations. Reprogramming of somatic fibroblasts into iPSCs has been demonstrated in mice (Takahashi and Yamanaka, 2006) and in humans (Takahashi et al., 2007) by the ectopic overexpression of defined factors, such as *OCT4*, *SOX2*, *KLF4*, and *C-MYC*. The resultant iPSCs have a wide range of applicability for disease modeling *in vitro* and for regenerative medicine (Fujimori et al., 2018; Okano and Yamanaka, 2014; Yamanaka, 2012). In addition, developmental studies have proven that iPSCs have a potential for giving rise to new offspring, similarly to ESCs (Bradley et al., 1984). This has been verified in studies with rodents and pigs, in which germline-transmitting chimera formation was achieved through blastocyst injection (Hamanaka et al., 2011; Honda et al., 2017; Okita et al., 2007; Thomas and Capecchi, 1987; Wernig et al., 2007; West et al., 2011) or by directly inducing functional mature gametes (Hayashi et al., 2011, 2012). For over 10 years, the reprogramming technology has been performed and validated in a variety of mammalian species, including great apes (Marchetto et al., 2013), farm animals (Ogorevc et al., 2016), and endangered species (Ben-Nun et al., 2011; Honda et al., 2017). Moreover, iPSCs derived from various species have paved the way for evolutionary studies assessing species differences *in vitro* (Marchetto et al., 2013).

Although the definition of bona fide iPSCs remains elusive, it is well-known that fully reprogrammed iPSCs sustain a pluripotent state in the absence of transgene expression (Okita et al., 2007). At the dawn of iPSC reprogramming, transgene-integrating retroviruses were used for deriving iPSCs (Takahashi et al., 2007; Takahashi and Yamanaka, 2006; Wernig et al., 2007; Yu et al., 2007) and the transgenes were gradually silenced after the iPSCs were fully reprogrammed. However, viral transduction raised concerns for the clinical application of iPSCs. Yu et al. (2009) were the first to report the derivation of iPSCs using non-viral, non-transgene-integrating (NTI) episomal vectors, enabling the generation of transgene-free iPSCs. Since residual transgenes in the iPSCs restrict their utility for *in vivo* and *in vitro* differentiation (Nair, 2008; Okita et al., 2007) and for the generation of iPSC-derived offspring (Du et al., 2015; Maherali et al., 2007; Okita et al., 2007; Wernig et al., 2008), NTI approaches for iPSC derivation have been intensively studied in recent years. Although complete transgene excision from the iPSCs has been demonstrated in rodents (Li et al., 2017; Wu et al., 2014) and in humans (Okita et al., 2011, 2013; Yu et al., 2009), it still remains a challenge in other species.

In this study, we demonstrated the derivation of transgene-free iPSCs from somatic fibroblasts of multiple mammalian species from three different taxonomic orders, including the common marmoset (marmoset; *Callithrix jacchus*) in *Primates*, the dog (*Canis lupus familiaris*) in *Carnivora*, and the pig (*Sus scrofa*) in *Cetartiodactyla*, by combinatorial usage of small molecules and NTI episomal vectors. We also demonstrated the differentiation potential of these iPSCs into all three germ layers and primordial germ cell-like cells (PGCLCs). Interestingly, during the reprogramming process, we observed that the primary colony-forming cells showed neural stem cell (NSC)-like characteristics, which could be sustained over time when the cells were cultured in the same medium used for induction of these cells. Our data suggest that the reprogramming method would be invaluable for deriving transgene-free iPSCs from somatic fibroblasts of various mammalian species.

## Results

### Derivation of Primary Colonies from Marmoset Fibroblasts Using Episomal Vectors

First, we attempted to assess the derivation efficiency of primary colonies from dorsal skin-derived fibroblasts of embryonic marmosets (named E01F and E02M) using a set of Epstein-Barr virus *EBNA1-* and *OriP*-based episomal vectors (Okita et al., 2013) encoding five reprogramming factors (human *OCT4*, *SOX2*, *KLF4*, *L-MYC*, and *LIN28*), a dominant-negative mutant of mouse *Trp53* (*mp53DD*), and enhanced green fluorescent protein (EGFP) for assessing the transfection efficiency (collectively named the “EP-A vector set,” Figure 1A, top), which is a conventional set of vectors used for deriving human iPSCs (hiPSCs) (Okita et al., 2013). These vectors were delivered into the fibroblasts by electroporation, and the transfection efficiency was calculated to be between 7% and 35% according to the EGFP fluorescence (Figure S1A). After transfection, the fibroblasts were expanded for 3–7 days in a fibroblast medium (M10), and then transferred onto mouse embryonic feeder cells in an induction medium.

**Figure 1:**
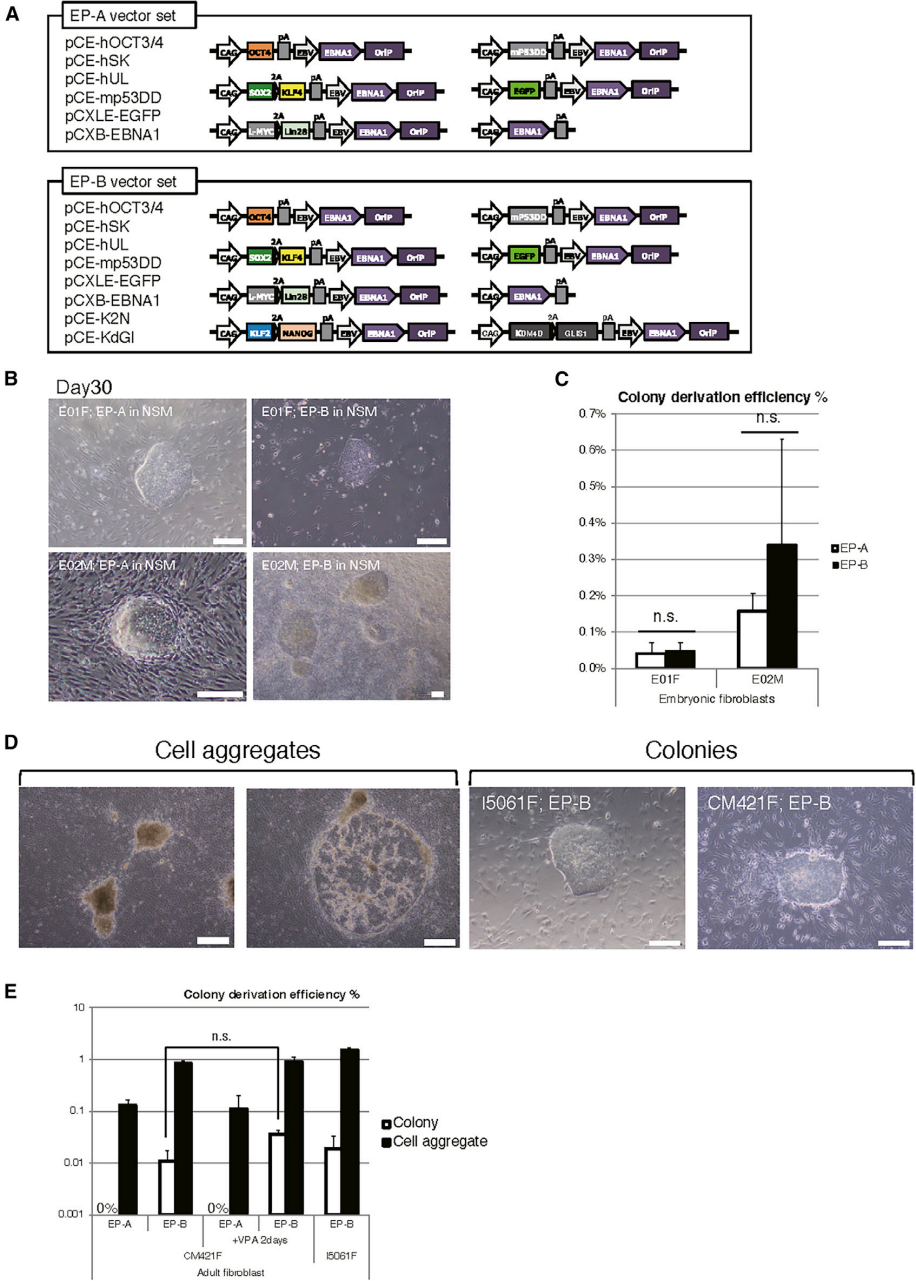
Derivation of Primary Colonies from Marmoset Fibroblasts Using Episomal Vectors (A) Schematic of plasmids used for vector transfection. (B) Representative images of primary colonies derived from E01F and E02M fibroblasts using NSM at day 30. Scale bars, 200 μm. (C) Derivation efficiency of primary colonies from E01F and E02M fibroblasts using NSM (n = 3, independent experiments). (D) Representative images of cell aggregates (left) and primary colonies (right) derived from I5061F and CM421F fibroblasts. Scale bars, 500 μm (left), 200 μm (right). (E) Derivation efficiency of primary colonies (white box) and cell aggregates (black box) from I5061F and CM421F fibroblasts (n = 3, independent experiments). n.s., not significant.

However, when using a basic-fibroblast growth factor and knockout serum replacement-based ESC medium (ESM) as the induction medium (Nii et al., 2014; Yoshimatsu et al., 2019a), no colonies appeared from the E01F and E02M fibroblasts 30 days after transfection (n = 3; Figure S1B). This suggested that the conventional method for generating hiPSCs (Okita et al., 2011) was not applicable to marmoset cells. Next, we decided to utilize a medium we previously reported for inducing and maintaining putative naive-state hiPSCs and marmoset ESCs from conventional primed-state cells (termed as NSM) (Kisa et al., 2017; Shiozawa et al., 2020). Using NSM as the induction medium, we observed primary dome-shaped colonies from both E01F and E02M embryonic fibroblasts 30 days after transfection (Figure 1B, left). We then either mechanically isolated the primary colonies for clonal expansion or expanded them in bulk in NSM for further analyses. The colony derivation efficiency from EGFP-positive fibroblasts using the EP-A vector set was calculated to be between 0.040% for the E01F fibroblasts and 0.157% for the E02M fibroblasts (Figure 1C).

We also attempted to derive colonies from ear skin-derived fibroblasts of an adult marmoset (named CM421F). However, only cell aggregates were obtained from the transfected fibroblasts when using EP-A (Figure 1D, left). We speculated that the failure was due to low reprogramming efficiency and, therefore, we tested for additional factors to enhance the efficiency.

Since we previously demonstrated that the combinatorial usage of NSM and the overexpression of six factors (*OCT4*, *SOX2*, *KLF4*, *C-MYC*, *KLF2*, and *NANOG*) can convert the primed state of hiPSCs and marmoset ESCs into a naive-like state (Kisa et al., 2017; Shiozawa et al., 2020), we added an episomal vector, pCE-K2N, which harbors two of these factors (*KLF2* and *NANOG*), to the EP-A vector set. Although we were successful in obtaining primary colonies using NSM with the updated vector set, the colonies were unable to reach confluency after they were passaged or mechanically picked up.

Therefore, we further tested for two additional factors: *GLIS1* for enhancing the reprogramming efficiency (Maekawa et al., 2011), and *KDM4D* for facilitating epigenetic reprogramming (Liu et al., 2018; Matoba et al., 2014). These two factors were introduced into an episomal vector, pCE-KdGl. The new vector set with both pCE-K2N and pCE-KdGl added to the EP-A vector set was named EP-B (Figure 1A, bottom). Using EP-B, we succeeded in deriving primary colonies from ear skin-derived fibroblasts of two adult marmosets (CM421F and I5061F) 30 days after transfection (Figure 1D, right). However, unlike the culture derived from embryonic fibroblasts (Figure 1B), cell aggregates were the major population in the culture derived from adult fibroblasts (Figure 1E). In addition, we evaluated the effect of the supplementation of valproic acid (VPA), a histone deacetylase inhibitor, to the induction medium for 2 days, which was previously used for the derivation of marmoset iPSCs (Debowski et al., 2015). In our culture method, the derivation efficiency of primary colonies was not significantly enhanced with VPA supplementation (Figure 1E).

When using EP-B, we also succeeded in deriving primary colonies from embryonic fibroblasts cultured in NSM (Figure 1B, right), but not in ESM (0%, n = 3). Unlike adult fibroblasts, the colony derivation efficiencies from embryonic fibroblasts were not significantly different with EP-A or EP-B (Figure 1C).

Although the primary colony-forming cells derived from marmoset fibroblasts showed ubiquitous expression of SOX2 (Figure S1C, top) and alkaline phosphatase (AP) (Figure S1D), these cells were negative for PSC markers, such as TRA-1-60 and SSEA4 (Figure S1E). Alternatively, we found that these cells expressed markers of NSCs, such as MSI1 (Sakakibara et al., 1996) and PAX6 (Figures 4 and S6). For that reason, we tentatively named the primary colony-forming cells cultured in NSM as putative iNSLCs (induced NSC-like cells).

### Derivation of Marmoset Transgene-free iPSCs

Since the iNSLCs were TRA-1-60 and SSEA4 negative, we next attempted to investigate their potential to convert into PSCs by culturing these cells in ESM, which is routinely used for culturing marmoset ESCs. Surprisingly, ESC-like colonies emerged after culturing the iNSLCs in ESM for 3 weeks (Figure 2A). On average, from sub-confluent iNSLCs at early passages (P1–2) in one well of a 6-well plate (∼1 × 10^6^ cells), ∼50 ESC-like colonies appeared. This step was termed as "primed conversion" (Figure 2B). In contrast, iNSLCs at late passages (P4–6) were not competent for primed conversion (from over 6 × 10^6^ cells, n = 3). The ESC-like colonies were then mechanically isolated, followed by clonal expansion in ESM for further analyses. Since the morphology of the ESC-like cells cultured in ESM were indistinguishable from that of conventional marmoset ESCs (Sasaki et al., 2005), showing a tightly packed colony structure with defined borders and high nuclear/cytoplasm rate, we termed these cells as putative marmoset iPSCs.

**Figure 2:**
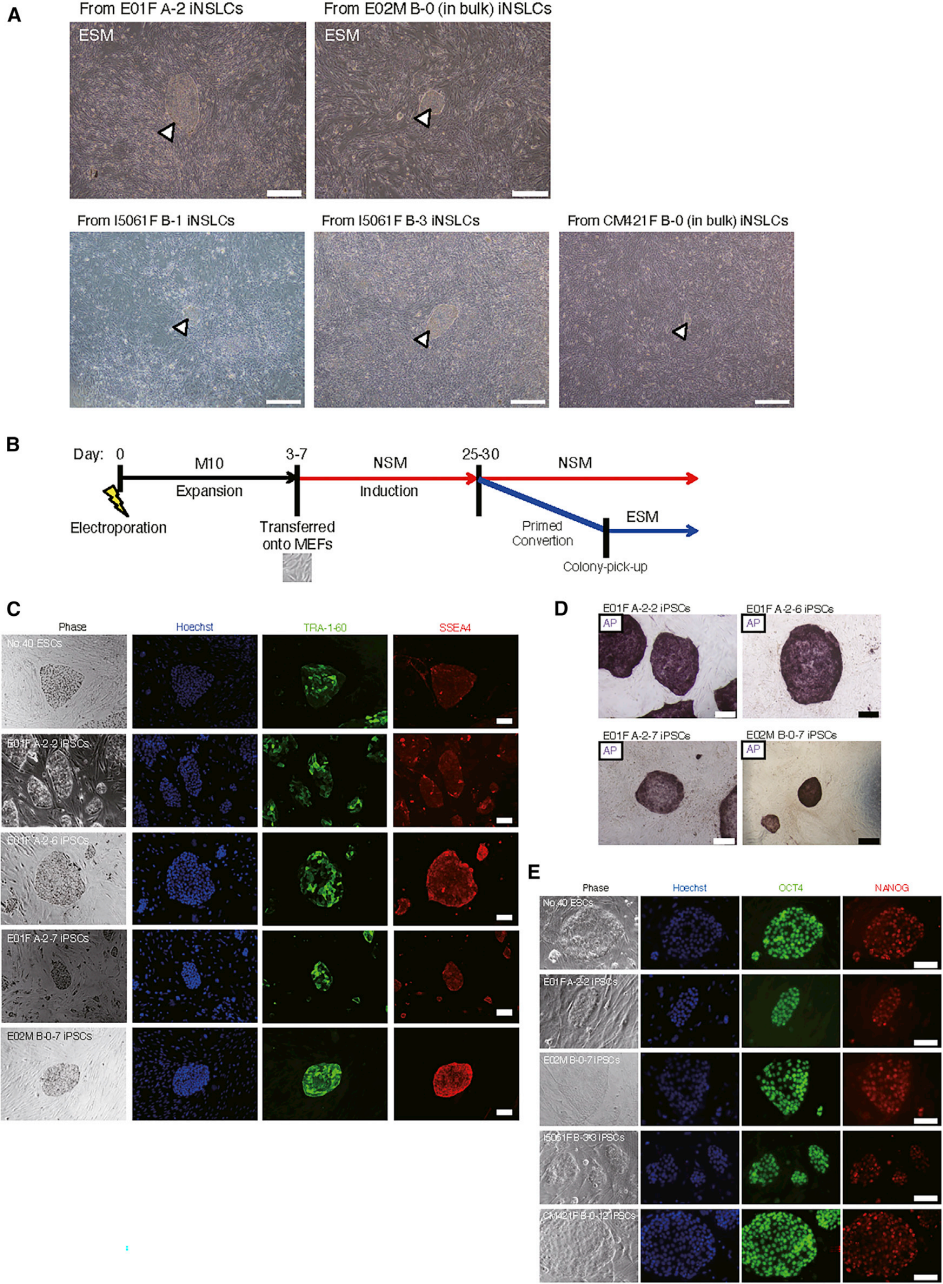
Derivation of Marmoset Transgene-free iPSCs (A) Representative images of putative iPSC colonies. Following primed conversion of iNSLCs, ESC-like (iPSC) colonies appeared (white arrowhead). (B) Timetable for the derivation of marmoset iPSCs. Day 0 was defined as the timing of vector transfection. (C) Immunocytochemical staining of iPSCs using TRA-1-60 and SSEA4 antibodies. No. 40 ESCs were used as positive controls (top). Scale bars, 100 μm. See Figure S2B for iPSC clones derived from adult marmosets. (D) AP staining of iPSC colonies. Scale bars, 500 μm. See Figure S2A for iPSC clones derived from adult marmosets. (E) Immunocytochemical staining of iPSCs using OCT4 and NANOG antibodies. Scale bars, 100 μm.

Immunocytochemical analysis of the putative iPSCs resulted in a similar staining pattern of TRA-1-60 and SSEA4 to that of the no. 40 marmoset ESC clone (Sasaki et al., 2005) (Figures 2C and S2B). They were also positive for AP (Figures 2D and S2A), OCT4, and NANOG (Figure 2E). On the other hand, they were not positive for other PSC markers, including SSEA1 and SSEA3, as shown previously (Yoshimatsu et al., 2020), or for NSC markers, including MSI1 and PAX6 (data not shown). To confirm whether the putative iPSCs expressed PSC marker genes endogenously, we performed quantitative reverse-transcriptiase PCR (qRT-PCR) using specific primers for endogenous mRNA sequences of marmoset *OCT4*, *NANOG*, *SOX2*, *KLF4*, *ZFP42* (*REX1*), *LIN28* (*LIN2*8A), *DPPA5*, and *TERT* genes. While fibroblasts only expressed *KLF4*, the putative iPSCs expressed all of the analyzed PSC marker genes endogenously (Figures S2C−S2H).

At 9–14 passages after the derivation of the putative iPSCs, most clones (5/6 of E01F, 1/2 of E02M, 9/9 of I5061F and, 4/4 of CM421F) showed successful removal of all the episomal vectors, which was confirmed by genomic PCR (Figures S3A−S3D) using highly specific and sensitive primers for the OriP sequence (Yu et al., 2009) (Figure S3E). We also designed and validated specific primers for each episomal vector (Figures S3F and S3G), and confirmed their removal in four representative iPSC clones, including those from two embryonic marmosets (E01F A-2-2 and E02M B-0-7) and two adult marmosets (I5061F B-3-3 and CM421F B-0-12) (Figure S3H), while the parental, primed conversion-competent iNSLCs at an early passage (P1) harbored all episomal vectors (Figure S3I). We performed chromosome counting by G-banding of six representative iPSC lines (Figure S4A), and found 46% of CM421F B-0-4, 88% of I5061F B-3-3, 88% of E02M B-0-7, 84% of E01F A-2-7, 58% of E01F A-2-6, and 76% of E01F A-2-2 retained normal chromosome number (2n = 46), and these euploid cells showed normal karyotype, analyzed by Q-banding (Figure S4B). Furthermore, we confirmed *in vitro* and *in vivo* three-germ layer differentiation potentials of the putative iPSC lines (Figures 3A−3D).

**Figure 3:**
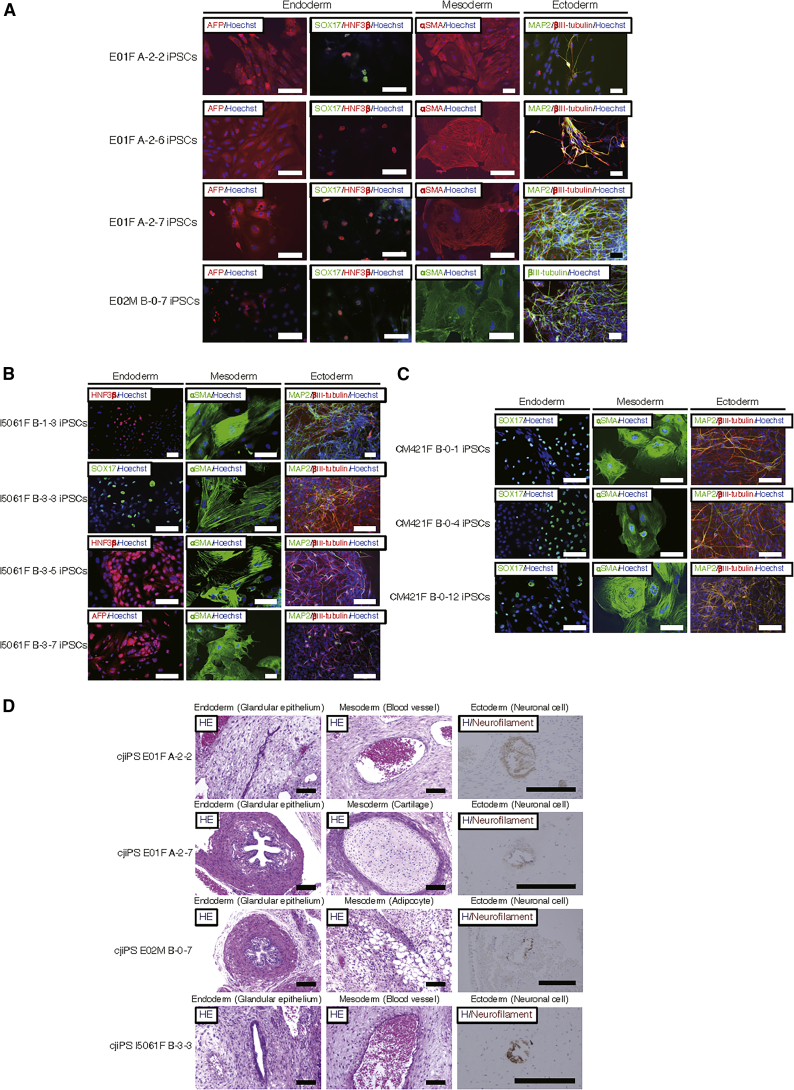
Three-Germ Layer Differentiation of Marmoset iPSCs (A–C) Representative images of endodermal (AFP, HNF3β, SOX17-positive), mesodermal (αSMA-positive), and ectodermal (MAP2, βIII tubulin-positive) cells differentiated from marmoset iPSCs by *in vitro* differentiation assay. Scale bars, 100 μm. (D) Representative images of three-germ layer tissues or cells in teratomas derived from marmoset iPSCs. H&E, hematoxylin and eosin staining; H/Neurofilament, hematoxylin staining with immunocytochemical staining using anti-neurofilament 200 kDa antibody. Scale bars, 100 μm.

In addition, we explored the differentiation potential of marmoset iPSCs into germ cell linage by the combinatorial usage of cytokines (Hayashi et al., 2011) and transcription factors (Kobayashi et al., 2017) for *BLIMP1-Venus* knockin E01F A-2-2 iPSCs (Figures S5A and S5B). By using an optimized PGCLC induction method for marmoset ESCs (Figures S5C and S5D; Note S1), the iPSCs were differentiated into Venus-positive PGCLCs (Figures S5E–S5I; Note S1; Table S1), whose transcriptome was comparable to those of PGCLCs derived from reporter knockin marmoset ESCs (Yoshimatsu et al., 2019b, 2020).

In sum, the putative iPSCs retained normal karyotypes, and acquired and maintained pluripotency, which was independent of transgene expression. Furthermore, they possessed the capacity to differentiate into tissues of all three germ layers and PGCLCs. Thus, these putative iPSCs will be referred to as transgene-free iPSCs for the subsequent results described below.

### Characterization of the Marmoset iNSLCs

During our reprogramming procedure (Figure 2B), we initially obtained primary colonies considered to be putative iNSLCs, which stained positively for NSC markers, such as SOX2, PAX6, and MSI1, but negatively for TRA-1-60 and SSEA4. We used six marmoset iNSLC clones (E01F A-2, E02M B-4, E02M B-12, E02M B-23, I5061F B-3, and CM421F B-4) for further analyses to confirm that the iNSLCs represented an NSC-like state distinct from the transgene-free iPSCs. Although we showed that the iNSLCs were continuously expandable even after ten passages (Figure 4A) with sustained ubiquitous MSI1 expression (Figure 4B), episomal vectors persisted to remain in the cells (Figure 4C). By qPCR, we revealed that PSC marker genes (*OCT4, NANOG, KLF4, ZFP42*, and *DPPA5*) were not endogenously expressed in the iNSLCs (at passages 4–6), except for *SOX2* and *TERT* (Figures 4D and 4E). Meanwhile, exogenous expression of *OCT4, NANOG, KLF4*, and *LIN28* from the episomal vectors was confirmed (Figure 4F).

**Figure 4:**
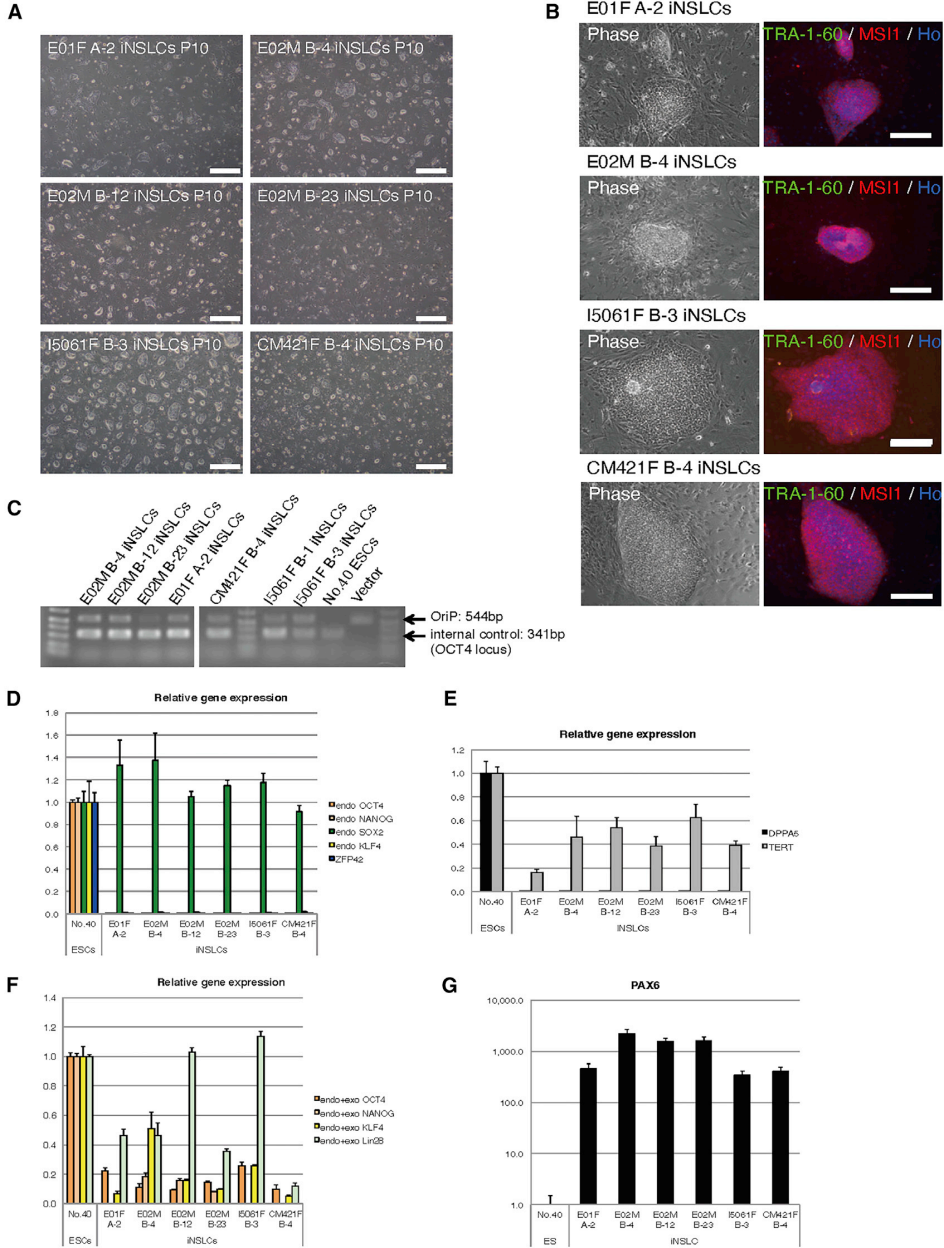
Characterization of the Marmoset iNSLCs (A) Representative images of iNSLC clones cultured in NSM following ten passages (P10). Scale bars, 500 μm. (B) Immunocytochemical staining of the iNSLCs using TRA-1-60 and MSI1 antibody. Ho, Hoechst (nuclear DNA). (C) Genomic PCR analysis for residual episomal vectors. Episomal vectors remained in all of the derived iNSLC clones at P10. (D–G) qPCR analysis of PSC/NSC markers in the iNSLCs. RNA extracted from iNSLCs at passages 4–6 was used (n = 3, independent experiments).

Next, we assessed the expression of cell lineage marker genes for elucidating the biological and developmental characteristics of the iNSLCs. By qPCR, we found that the iNSLCs strongly expressed *PAX6* (Figure 4G), whose expression is required for the self-renewal and neurogenesis of NSCs (Sansom et al., 2009). The early ectodermal markers *ZFP521* (Kamiya et al., 2011) and *SOX1* were also expressed in the iNSLCs (Figure S6A). On the other hand, we detected no or very low expression of early mesodermal or endodermal markers, such as *T* and *SOX17*, in these cells, which was even lower than that of the ESCs (Figure S6B).

We also analyzed gene expression of the primed conversion-competent iNSLCs at early passages (P1–2) (Figure 2B). The bulk iNSLCs derived from I5061F fibroblasts using EP-B (I5061F B-0 iNSLCs) showed strong endogenous expression of *SOX2* and *PAX6* (Figures S6C and S6D), while there was only exogenous expression of PSC markers, such as *OCT4* (data not shown). In addition, immunocytochemical analysis revealed that that ∼10% doublecortin-positive putative neuroblasts were present in the iNSLC colonies (Figure S6E). Meanwhile, PAX6 and SOX2 were ubiquitously expressed in the iNSLCs (Figure S6F). Furthermore, we confirmed the high neurogenic potential of the iNSLCs by direct differentiation assays (Note S2; Figures S6H–S6L) (Yoshimatsu et al., 2019a).

### Global Gene Expression Profiling of the Marmoset iPSCs and iNSLCs

In this study, we initially derived iNSLCs from marmoset fibroblasts, after which they were converted into iPSCs. To elucidate the global differences and similarities of gene expression among these cells, we performed transcriptomic analyses by 3′IVT microarray (Note S3) and mRNA sequencing (mRNA-seq) (Figures 5A and 5B).

**Figure 5:**
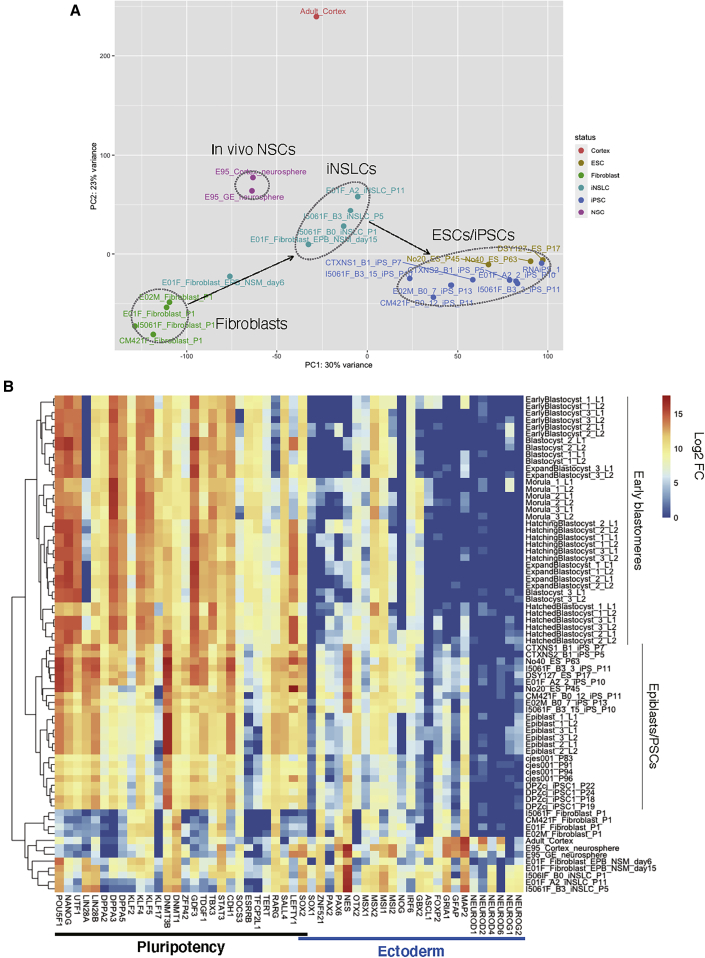
Bulk mRNA-Seq Analysis of Marmoset Cells (A) PCA of marmoset samples, including fibroblasts (FB; E01F, E02M, I5061F, and CM421F fibroblasts), EP-B-transfected fibroblasts cultured in NSM for induction (induced; E01F fibroblast EPB NSM days 6 and 15), iNSLCs (E01F A-2, I5061F B-3, and I5061F B-0 iNSLCs), ESCs (no. 40 ESCs, DSY127 ESCs, and no. 20 ESCs), iPSCs (E01F A-2-2, E02M B-0-7, I5061F B-3-3, I5061F B-3-15, CM421F B-0-12, CTXNS1 B-1, and CTXNS2 B-1 iPSCs), and *in-vivo*-derived neurospheres (in_vivo_NSC; E95 cortex neurosphere and GE [ganglionic eminence] neurosphere). Black arrows show the pseudo trajectories of the reprogramming (fibroblasts to iNSLCs, and iNSLCs to iPSCs). (B) Hierarchical clustering analysis of marmoset samples based on the expression of pluripotency and ectoderm-related markers. We included data of marmoset ESCs (cjes001) and iPSCs (DPZcj_iPSC1), early-stage embryos (morula, early blastocyst, blastocyst, expand blastocyst, hatching blastocyst, hatched blastocyst, and epiblast_1–3_L1−2), and adult marmoset cortex (Adult_Cortex) were described previously (Debowski et al., 2015; Shiozawa et al., 2020; Yoshimatsu et al., 2019a).

By bulk mRNA-seq analysis of marmoset samples, including fibroblasts (E01F, E02M, I5061F, and CM421F fibroblasts), EP-B-transfected fibroblasts cultured in NSM for induction (induced; E01F fibroblast EPB NSM days 6 and 15), fibroblast-derived iNSLCs, ESCs, fibroblast-derived iPSCs, *in-vivo*-derived neurospheres (E95 cortex neurosphere and GE [ganglionic eminence] neurosphere), and neurosphere-derived iPSCs (CTXNS1 B-1 and CTXNS2 B-1; see the next section for details). In addition, we included previously deposited data of marmoset ESCs (cjes001) and iPSCs (DPZcj_iPSC1) (Debowski et al., 2015), morulae and peri-implantation epiblasts (Shiozawa et al., 2020), and adult marmoset cortex (Yoshimatsu et al., 2019a). Consistent with the result of the microarray analysis (Figure S7A), Principal-component analysis (PCA) of all the analyzed gene expression clearly divided PSCs, fibroblasts, early-stage embryos, and iNSLCs (Figure 5A). In addition, we performed hierarchical clustering based on the expression of major pluripotency/ectoderm-related genes (Figure 5B). We found marmoset ESCs, iPSCs, and epiblasts were clustered together, while they were segregated from early blastomeres (morulae and blastocysts), fibroblasts, *in-vivo*-derived neurospheres, and iNSLCs (Figure 5B). By differential expressed gene (DEG) analysis of marmoset iPSC and iNSLC samples, we discovered the expression of pluripotency-related genes, including *DPPA2*, *TDGF1*, *UTF1*, *ZFP42*, *EPCAM*, and *NANOG*, was significantly higher in iPSCs, while the expression of neurogenesis-related genes, including *ASCL1*, *PAX6*, *NEUROD1*, and *NEUROG1-2*, were significantly higher in iNSLCs (Figure S7A; Table S2).

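Cells in a reprogramming culture can follow different paths, and RNA taken from the whole culture averages over them. Single-cell RNA sequencing reads each cell on its own, so it can tell a gene that is weakly active in every cell from a gene that is active in a few. RamDA-seq copies the RNA of a single cell and covers transcripts along their length. The cells of interest are induced neural stem cell-like cells (iNSLCs), the intermediate between marmoset fibroblasts and iPSCs, and ESCs and an iPSC serve as the pluripotent comparison. The deposited table holds 65 E01F A-2 iNSLCs at passage 1, 4 no. 40 ESCs, 1 E01F A-2-2 iPSC and 1 E01F fibroblast. The 4 ESCs and the iPSC are taken together as 5 pluripotent stem cell (PSC) cells. Each group has 1 source in the sample labels and was taken as 1 culture, since the number of cultures or harvests is not given. The cells therefore describe their own group and no test between groups was made. The values are the authors' normalized counts, in which the reads of each cell are divided by a single factor. The table has 23561 named rows, 1 per gene, and 1 row with no gene name. Every non-zero value was within 0.02 of a whole number of reads, so the reads of each cell could be recovered. The iNSLCs had 82268 to 695241 reads on genes, with a median of 268128, and 7574 to 13058 detected genes, with a median of 10781. The ESCs had 1003718, 134328, 732489 and 464547 reads (cells 10, 11, 12 and 14), with 15521, 7126, 15122 and 15131 detected genes. The iPSC (cell 19) had 302617 reads and 13669 genes, and the fibroblast had 1294430 reads and 14513 genes. A gene was called detected at a value above 0. Ratios compare the mean of the 5 PSC cells with the mean of the 65 iNSLCs on the log2 scale after a pseudocount of 1 was added. PCA and Pearson correlations used the log2 values of 14045 genes with a mean of at least 1. The 95% confidence intervals (exact Clopper-Pearson for shares) cover counting error only, since the reads carry no molecular tags. Where a gene had no read in a group, its fold is a lower bound against 3 reads over that group. This bound, written as "at least", allows for counting error only. Reads can be concentrated in a few cells, as with 15 reads of ZFP42 in iNSLC cell 25. Among 5 PSC cells such a cell can be missed: TFAP2A had reads only in the iPSC, at 68.4 normalized counts. A true fold can therefore be smaller than its bound.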

To explore the heterogeneity of the early-passage iNSLCs that were competent for primed conversion, we performed single-cell random displacement amplification sequencing (RamDA-seq) analysis (Hayashi et al., 2018). As shown in Figure S7B, we discovered that primed conversion-competent E01F A-2 iNSLCs at an early passage (P1) were clearly segregated from no. 40 ESCs and E01F A-2-2 iPSCs by PCA (iNSLCs: n = 65; ESCs/iPSCs: n = 5). However, based on the respective DEGs, we found each iNSLC showed a diverse gene expression profile, such as neurogenesis-related genes, were not highly expressed in all iNSLCs (Figure S7C), and a small population of iNSLCs showed the expression of *EPCAM*, *ZFP42*, and *DPPA2* (Figure S7D), which were estimated to be specifically expressed in iPSCs by the bulk mRNA-seq analysis (Figures 5B and S7A).

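NEUROG1, NEUROG2 and NEUROD1 encode transcription factors that act in neuron formation. They need not be active in every cell of a neural stem cell culture at a given moment. PAX6 acts earlier and is also active in the neural stem cell itself. Of the 65 iNSLCs, 96.9% had reads of PAX6 (CI 89.3% to 99.6%) and 33.8% of NEUROG2 (CI 22.6% to 46.6%). NEUROG1 was found in 10.8% (CI 4.44% to 20.9%) and NEUROD1 in 6.15% (CI 1.70% to 15.0%). None of these 4 genes had a read in any PSC cell or in the fibroblast. Most cells combined PAX6 with few of the others: 39 iNSLCs had 1 of the 4 genes, 19 had 2, 5 had 3, 1 had all 4, and 1 had none. The levels were uneven as well. PAX6 had a mean of 22.8 normalized counts and a maximum of 87.7, and its mean was at least 35.2-fold higher than in PSC cells. NEUROG2 had a mean of 2.85 and a maximum of 36.7, and was at least 4.39-fold higher. Other abundant genes varied more between iNSLCs. The largest SDs among genes with a mean of at least 100 included those of the retinoic acid-binding protein gene CRABP1, found in 63.1% of iNSLCs and at up to 3028 normalized counts, the collagen gene COL1A2, found in 69.2%, and the Wnt ligand gene WNT7A, found in 90.8%. Over pairs of iNSLCs the median correlation was 0.616, with a range of 0.494 to 0.776. It was 0.690 over the 6 pairs of ESCs, and 0.764 over the 3 pairs without ESC cell 11, which had the fewest genes. Without ESC cell 10, 12 or 14 it was 0.612 to 0.634. With every cell thinned to 131214 reads, which 58 iNSLCs reached, the medians were 0.574 for iNSLCs and 0.654 for ESCs. A part of the difference between iNSLCs followed the cell number in the sample labels. Between the 27 iNSLCs numbered 56 or below and the 38 numbered 57 or above, a division made after the profiles were seen, PC1 of the iNSLCs differed in median from -39.8 to 37.2. NEUROG2 was found in 29.6% of the first set and in 36.8% of the second, and PAX6 in 92.6% and 100% (at least 1 read in each cell). NEUROG1 was found in 14.8% and 7.89%, and NEUROD1 in 7.41% and 5.26%. The median correlation was 0.587 within the first set, 0.681 within the second and 0.598 across them.

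**Figure D1:**
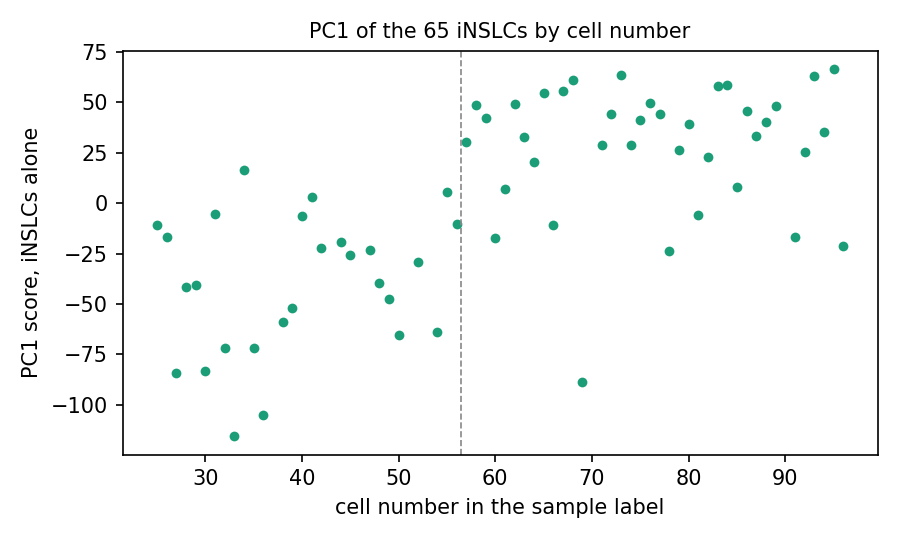
PC1 score of a PCA of the 65 iNSLCs alone (y axis, no unit) against the cell number in the sample label (x axis), with 1 point per cell. The dashed line parts the 27 cells numbered 56 or below, at -116 to 16.3, from the 38 cells numbered 57 or above, at -88.8 to 66.3.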

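EPCAM encodes an adhesion protein of epithelial cells, and PSCs grow as epithelial colonies. ZFP42 (REX1) and DPPA2 encode nuclear proteins of the early embryo and of PSCs. The level in a cell matters beside the share of cells, because a few reads can come from a gene that is barely transcribed. EPCAM had reads in 4 of the 65 iNSLCs, a share with a CI of 1.70% to 15.0%, at 0.845 to 9.78 normalized counts. All 5 PSC cells had EPCAM at 32.8 to 147 normalized counts, so no iNSLC reached the lowest PSC cell. ZFP42 had reads in 3 iNSLCs, or 4.62% (CI 0.962% to 12.9%). ZFP42 was at 12.5 normalized counts in iNSLC cell 25, above ESC cell 11 at 10.2 and below the other PSC cells at 34.0 to 117, and at 0.596 and 2.37 in the other 2. DPPA2 had 3 reads in 1 iNSLC, or 1.54% (CI 0.0389% to 8.28%), at 7.10 normalized counts. In PSC cells DPPA2 was weak too, with reads in 3 ESCs at 5.26 to 7.56 normalized counts and none in the iPSC. At a value of at least 10, EPCAM and DPPA2 were found in no iNSLC and ZFP42 in cell 25 alone. No PSC cell reached 10 for DPPA2 either. The fibroblast had no read of these genes. Over all iNSLCs, EPCAM had 18 reads and ZFP42 had 17. The log2 ratio of PSC cells to iNSLCs was 5.89 for EPCAM, 5.68 for ZFP42 and 2.19 for DPPA2, the last from 3 iNSLC reads (95% Poisson CI 0.619 to 8.77 reads). TDGF1, UTF1 and NANOG mark PSCs as well. TDGF1 was found in 0 of 65 iNSLCs, which allows up to 4.62% of cells with a read (3 of 65 cells), and was at least 1114-fold higher in PSC cells. UTF1 was also found in none and was at least 254-fold higher. NANOG had 1 read in 1 iNSLC, against a mean of 71.9 normalized counts in PSC cells, a log2 ratio of 6.17 (the CI of that single read is 0.0253 to 5.57 reads). By cell number, EPCAM was found in 3.70% of the iNSLCs numbered 56 or below and in 7.89% of those numbered 57 or above. ZFP42 was found in 7.41% and 2.63%, and DPPA2 in 0% and 2.63%.

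**Figure D2:**
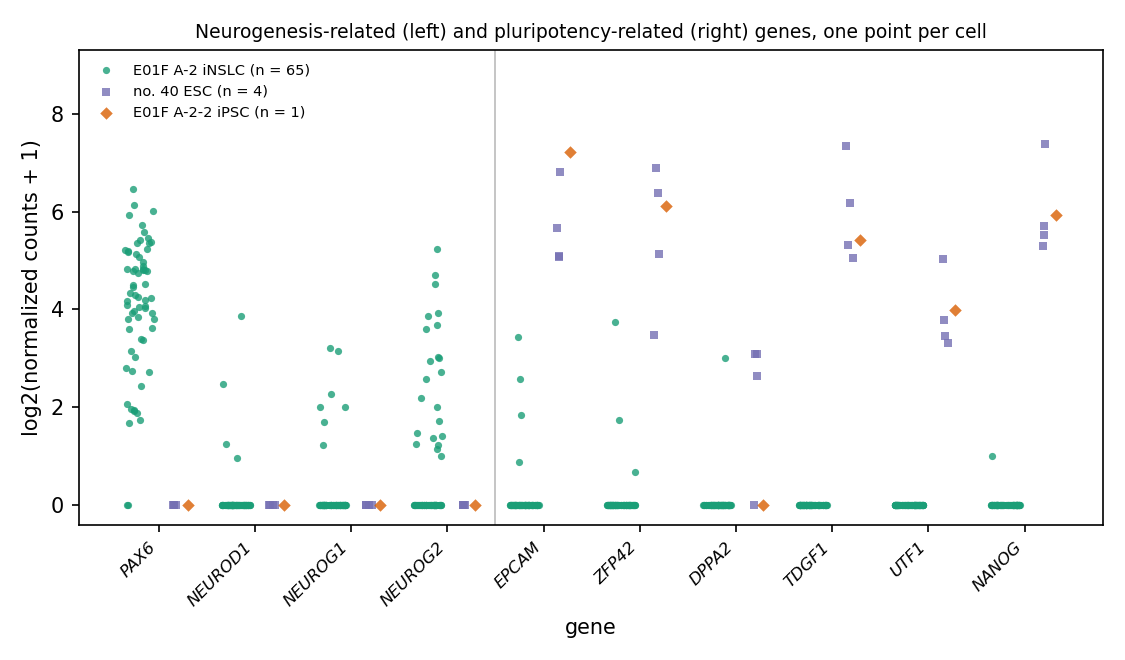
Log2 of normalized counts plus 1 (y axis) for 4 neurogenesis-related genes on the left and 6 pluripotency-related genes on the right (x axis), with 1 point per cell for 65 iNSLCs, 4 ESCs and 1 iPSC. The PSC cells lie at 0 for every neurogenesis-related gene, and nearly all iNSLCs lie at 0 for the pluripotency-related genes.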

Taken together, the combination of qPCR, immunocytochemistry, and transcriptomic analyses confirmed that the iNSLCs and the transgene-free iPSCs are in two distinct cellular states. Thus, we have developed a unique reprogramming protocol for deriving transgene-free iPSCs from marmoset fibroblasts through an NSC-like state, although single-cell analysis showed that a small population of iNSLCs may already have acquired a pluripotency-directed propensity.

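PSCs are held together by E-cadherin (CDH1) and carry keratins of simple epithelia (KRT8 and KRT18). Neural stem cells use N-cadherin (CDH2) and the intermediate filament vimentin (VIM). A change between these states is therefore visible in adhesion and filament genes as well as in transcription factors. In a PCA of the 5 PSC cells and 65 iNSLCs, PC1 held 9.58% of the variance and parted the groups, with iNSLCs at -94.5 to 52.3 and PSC cells at 97.9 to 166. The fibroblast, projected on the same axes, lay between them at 69.9. PC2 held 6.22% of the variance, and 2 iNSLCs fell within the range of the PSC cells on it. VIM, WNT7A, CDH2 and POU3F2 had the largest loadings on the iNSLC side of PC1. POLE, CHAF1A and IQGAP3 were among those with the largest on the PSC side, as was the cell cycle gene RRM2. CDH1, KRT8, KRT18 and ZSCAN10 were not among the 10 largest there. On PC2, ZSCAN10 was among the 10 largest on the side of the PSC cells, and VIM and ZIC1 on the other. The place of the fibroblast on PC1 is therefore not read as a state between the groups. The nearest neighbour by correlation was a PSC cell for 5 of 5 PSC cells and for 0 of 65 iNSLCs. The iPSC was nearest to ESC cell 12, at a correlation of 0.792. The median correlation between PSC cells and iNSLCs was 0.470. It was 0.427 for the iNSLCs numbered 56 or below and 0.488 for those numbered 57 or above. CDH1 had a mean of 155 normalized counts in PSC cells, from 4 of the 5, and no read in iNSLCs, at least 2506-fold lower. KRT8 and KRT18 had log2 ratios of 6.80 and 7.11. CDH2 had a mean of 135 in iNSLCs and a single read in PSC cells, a log2 ratio of -6.98 with the same counting interval on that read as for NANOG. VIM had a mean of 2771 in iNSLCs and 5.96 in PSC cells, a log2 ratio of -8.64. Pluripotency genes with high ratios were ZSCAN10 at 7.10 and GDF3 at 6.64. Another was PRDM14, at a mean of 73.4 in PSC cells and at least 1188-fold lower in iNSLCs. PRDM14 was at 220 in ESC cell 12 and had no read in the iPSC. With each PSC cell left out in turn, the log2 ratio of PRDM14 was 5.24 to 6.54. That of GDF3 was 5.92 to 6.90 and that of KRT18 was 6.26 to 7.37. The transcription factor genes POU3F2, NR2F1 and PAX3 had no read in PSC cells and were at least 153-fold, 158-fold and 147-fold higher in iNSLCs. Over whole lists, the 21 pluripotency genes in the table had a median log2 ratio of 3.90, or 4.77 with 5 genes at their bound, and 20 of them were higher in PSC cells. The 22 neural stem cell genes had a median of -3.70, and 20 were lower in PSC cells. The 20 proneural and neuroblast genes had a median of -1.70, or -1.73 with 6 genes at their bound. Of 10000 random lists matched on size and mean expression, 95% had medians of -0.21 to 1.09 for the first list, -0.22 to 0.97 for the second and -0.31 to 0.81 for the third. With a pseudocount of 10 the medians of these lists were 1.84, -1.60 and -0.34, and the third was 0 with medians over cells and -3.09 over its 8 members with a mean of at least 10. The 15 epithelial genes were all higher in PSC cells, with a median of 5.23, or 2.74 with a pseudocount of 10. The 19 cell cycle genes had a median of 1.52, and 15 were higher in PSC cells. The median was 0.95 without the iPSC, and 95% of random lists of this kind had -0.24 to 1.12. GAPDH, a gene of glycolysis often used as a reference, had a log2 ratio of -1.93, so it was not even between these cells. It was uneven among PSC cells too, at 143 to 193 normalized counts in ESC cells 10, 11 and 14. ESC cell 12 at 1518 and the iPSC at 1649 lay within the iNSLC range of 1008 to 6393. Scaling every cell to the same total moved the median of the 6294 genes with a mean of at least 10 by -0.29.

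**Figure D3:**
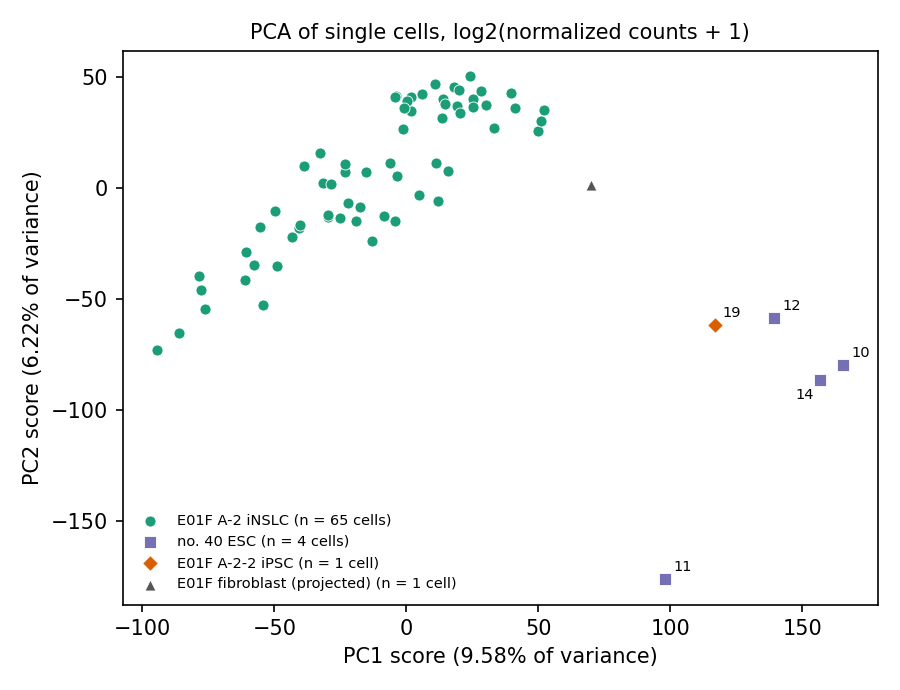
PC1 score (x axis, 9.58% of the variance) and PC2 score (y axis, 6.22% of the variance) of 65 iNSLCs, 4 ESCs and 1 iPSC, with 1 point per cell and PSC cells labelled by cell number. The fibroblast, a triangle, was projected and did not shape the axes. On PC1 every PSC cell lies to the right of every iNSLC.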

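POU5F1, NANOG and SOX2 bind each other's regulatory regions in PSCs and act as a circuit. Whether genes of pluripotency are found together in the same cell can be read only from single cells. The iNSLCs were made with episomal vectors, so reads of POU5F1, SOX2 and LIN28A can come from a vector or from the chromosome. EPCAM, ZFP42 and DPPA2 were each sought in the same 65 iNSLCs. At least 1 of them had reads in 7 cells, or 10.8%, and independent detection at the observed shares would give 7.71. These were cells 25, 34 and 49 of those numbered 56 or below, and cells 64, 76, 83 and 91 of those numbered 57 or above. Only cell 91 had 2 of the genes, ZFP42 with 1 read and DPPA2 with 3, where independent detection would give 0.287 cells. No cell had all 3. With cells thinned to equal reads, no cell had 2, but cell 91 had too few reads to be thinned and was left out. Thinning therefore cannot test whether this pair depends on depth. The cells with more reads of these genes were cell 25 with 15 reads of ZFP42, cell 64 with 7 of EPCAM, and cells 34 and 83 with 5 of EPCAM each. Among the 7 cells, NANOG had 1 read in cell 83, and TDGF1, UTF1, CDH1 and DPPA4 had none. DPPA4 was found in 3 other iNSLCs at 12.1 to 30.2 normalized counts, where ESC cell 11 had 17.9 and the other PSC cells 68.0 to 295. POU5F1 was at 50.8 normalized counts in cell 25, 41.4 in cell 76 and 5.01 in cell 83, and at 0 in the other 4. Of the 21 pluripotency genes, an iNSLC had reads of 4 to 11, with a median of 7. PSC cells had 17 to 21 and the fibroblast had 3. The iNSLC value includes SOX2 and LIN28A, which every iNSLC had and which the vectors may supply. For SOX2 and TERT, the paper reports endogenous expression in iNSLCs by qPCR in other samples. TERT, which the paper does not name among the vector factors, was found in 63.1% of the iNSLCs here. The vectors therefore need not account for all of the iNSLC value. From the reads of EPCAM, ZFP42 and DPPA2 in single cells, the paper proposes that a small part of the iNSLCs may already lean toward pluripotency.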

### Reprogramming of *In-Vivo*-Derived Neural Stem Cells toward a Pluripotent State Using ESM

We demonstrated that the marmoset iNSLCs possessed a unique property to be easily re-reprogrammed toward pluripotency, which can be explained by the expression of the residual transgenes in these cells and the fact that they are transcriptionally similar to *in-vivo*-derived NSCs, which were reported to have a higher potential to be reprogrammed into iPSCs compared with fibroblasts in mouse and human cells (Note S4). This motivated us to assess the reprogramming capacity of *in-vivo*-derived NSCs by using only ESM. As a result, we demonstrated iPSC generation from primary NSCs, which were derived from the biopsy of cerebral cortexes from two embryonic marmosets (Note S4).

### Derivation of Transgene-free iPSCs from Canine Fibroblasts

Since we succeeded in the derivation of iNSLCs from human fibroblasts by the same method (Note S5). We sought to test the reprogramming method for fibroblasts of other non-rodent/non-primate mammalian species. Therefore, we attempted to reprogram ear skin-derived fibroblasts obtained from an adult dog (named K9) into iPSCs.

We transfected the EP-B vector set into the K9 fibroblasts, after which they were cultured in NSM following pre-expansion for 9 days (Figure 6A). As seen with the marmoset fibroblasts, primary dome-shaped colonies appeared by day 14 (Figure 6B, center), and putative iPSC colonies (termed canine iPSC [ciPSC]) emerged after culture in ESM (Figure 6B, right). Again, no colony could be derived from the transfected fibroblasts when ESM was used as the induction medium (n = 3), but colony formation was observed when using NSM for induction, although the derivation efficiency was relatively low (0–2 colonies derived from 1 × 10^6^ transfected fibroblasts, n = 6). The mechanically isolated ciPSC clones grew immortally for over 20 passages.

**Figure 6:**
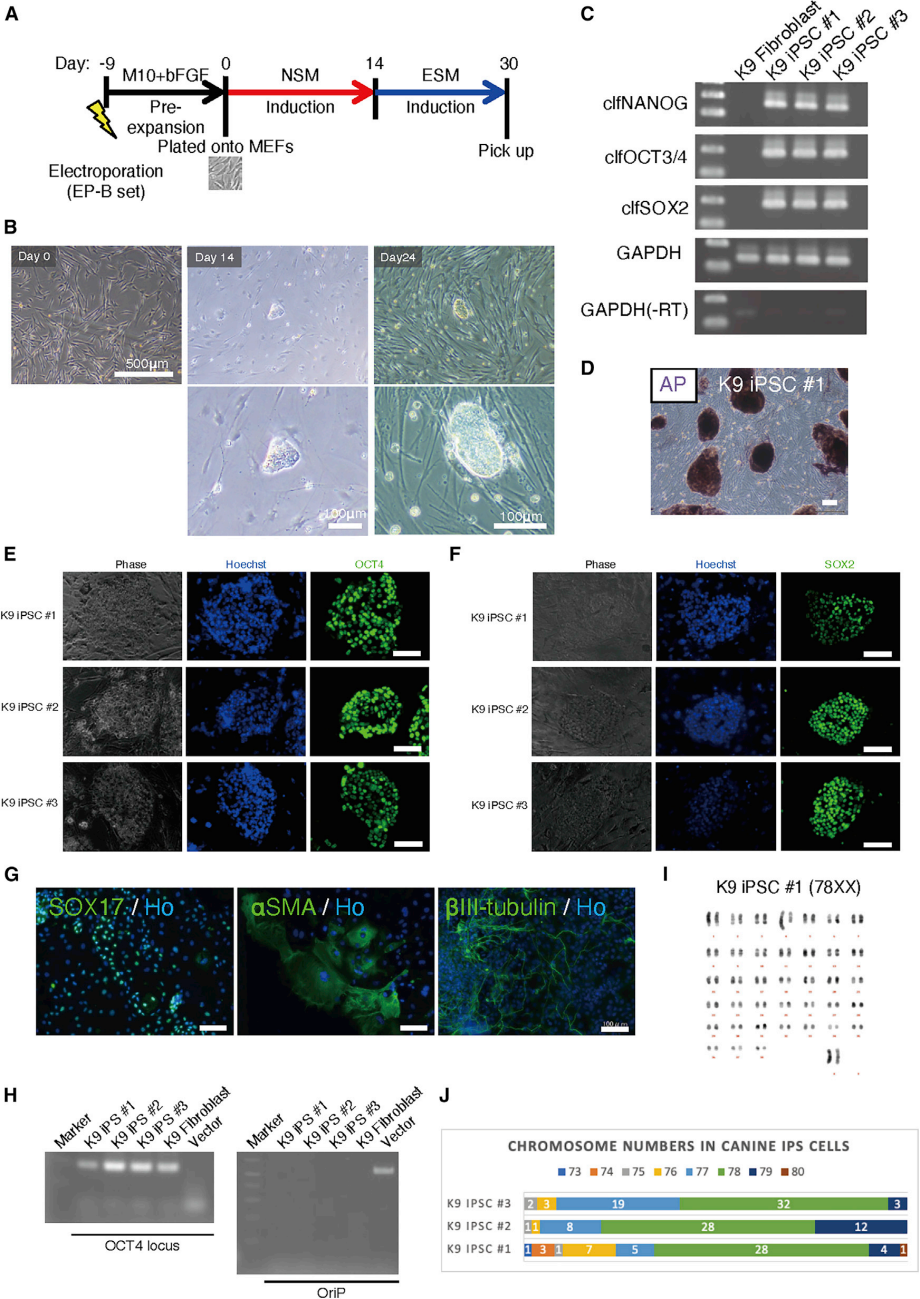
Derivation of Transgene-free iPSCs from Canine Fibroblasts (A) Timetable for the derivation of ciPSCs. (B) Representative images of transfected fibroblasts and primary colonies. (C) RT-PCR analysis of PSC markers in K9 iPSC nos. 1–3 using primers specific for endogenous canine sequences. See Note S6 for further transcriptomic analyses of canine cells. (D) AP staining of K9 iPSC no. 1. Scale bars, 500 μm. (E and F) Immunocytochemical analysis of K9 iPSC no. 1 using primary antibodies of OCT4 and SOX2 (left and center). AP staining of K9 iPSC no. 1 (right). Scale bars, 100 μm. See Note S7 for further assessment of PSC marker immunoreactivity. (G) Representative images of endodermal (SOX17-positive), mesodermal (αSMA-positive), and ectodermal (βIII tubulin-positive) cells differentiated from K9 iPSC no. 1 by *in vitro* differentiation assay (see Note S8 for *in vivo* differentiation assay). Scale bars, 100 μm. (H) Genomic PCR analysis for the detection of residual episomal vectors using specific primers for the OriP sequence (Yu et al., 2009). Primers for the canine *OCT4* locus were used as an internal control. (I) Q-banding-based karyotyping of a euploid cell from the K9 iPSC no. 1 line. High-resolution images of karyotyping are shown in Table S3. (J) Chromosome counting of K9 iPSC nos. 1–3 by G-banding. Fifty cells were used in each cell line. Green bars show euploid (2n = 78) cells. Numerics on bars show the number of counted cells (in 50 cells) harboring each number of chromosomes.

Using RNA extracted from three ciPSC clones (K9 iPSC nos. 1–3), we performed RT-PCR using specific primers for endogenous PSC marker genes (*clfNANOG*, *clfOCT4*, and *clfSOX2*, Figure 6C). Results confirmed that the iPSCs endogenously expressed these PSC marker genes (Figure 6C). We also performed an mRNA-seq analysis of canine iPSCs (Note S6). By immunocytochemistry, we revealed that the ciPSCs were strongly positive for OCT4, SOX2, and AP (Figures 6D–6F). We further explored culture conditions which could enhance PSC marker expression in the ciPSCs (Note S7).

Moreover, we performed *in vitro* and *in vivo* three-germ layer differentiation assays using the K9 iPSC no. 1 clone, which resulted in successful differentiation into cells of all three germ layers (Figure 6G; Note S8). Following five passages after iPSC derivation, episomal vectors were confirmed to be removed from all three ciPSC clones (Figure 6H). Furthermore, we performed karyotyping of K9 iPSC nos. 1–3 clones, and found that 56% of K9 iPSC nos. 1–2 and 64% of K9 iPSC no. 3 retained normal chromosome number (2n = 78) (Figures 6I and 6J).

Thus, we demonstrated that our reprogramming method was applicable to the dog, which belongs to the taxonomic order *Carnivora*, distinct from marmosets and humans (in *Primate*).

### Derivation of Transgene-free iPSCs from Porcine Fibroblasts

Next, we assessed whether our reprogramming method was applicable to ear skin-derived fibroblasts of a post-neonatal pig (named N01F). We transfected the EP-B vector set to the N01F fibroblasts. Using NSM, we observed the emergence of primary dome-shaped colonies with 0.028% ± 0.012% efficiency (n = 6; Figure 7A, left). After passaging these cells once (Figure 7A, center), we initially tested ESM for iPSC derivation. However, the attempt was unsuccessful since the majority of the cells remained dissociated in ESM and only few colony-like structures emerged. Next, we tested ESM supplemented with activin A (10 ng/mL) and transforming growth factor β1 (10 ng/mL), which are important factors for the maintenance of primed-state pluripotency (James et al., 2005; Nichols and Smith, 2009) and a WNT inhibitor IWP2, since WNT inhibition reportedly enabled the stable maintenance of pluripotency in flat-shaped colony-forming cells (Sumi et al., 2013; Wu et al., 2015). Following 2 weeks of culture using this medium, putative iPSC colonies (termed porcine iPSC [piPSC]) appeared (Figure 7A, right). These colonies were mechanically isolated and expanded for further analyses.

**Figure 7:**
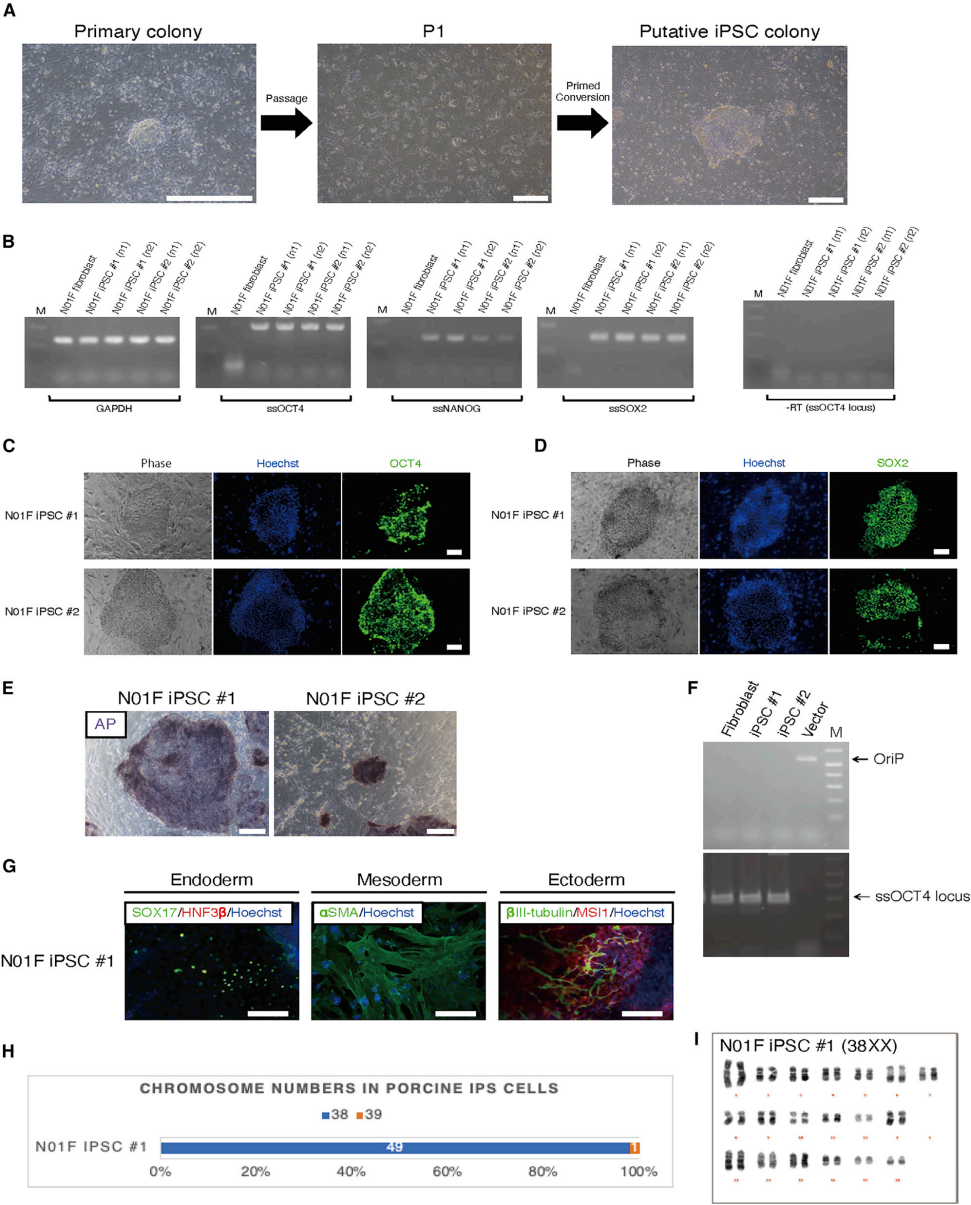
Derivation of Transgene-free iPSCs from Porcine Fibroblasts (A) Representative images of primary colonies (left), passaged cells (center), and putative iPSC colonies (right). Scale bars, 500 μm. (B) RT-PCR analysis of PSC marker genes (*OCT4*, *NANOG*, and *SOX2*) in N01F iPSC nos. 1–2 (n = 2, independent experiments) using primers specific for endogenous porcine sequences. See Note S9 for further transcriptomic analyses of porcine cells. (D and E) Immunocytochemical staining of N01F iPSC nos. 1–2 using primary antibodies of PSC markers. Scale bars, 100 μm. See Note S10 for further assessment of PSC marker immunoreactivity. (E) AP staining of N01F iPSC nos. 1–2. Scale bars, 200 μm. (F) Genomic PCR analysis for the detection of residual episomal vectors using specific primers for the OriP sequence (Yu et al., 2009). Primers for the porcine *OCT4* (*ssOCT4*) locus were used as an internal control. (G) Representative images of endodermal (SOX17, HNF3β-positive), mesodermal (αSMA-positive) and ectodermal (βIII-tubulin, MSI1-positive) cells differentiated from N01F iPSC no. 1 by *in vitro* differentiation assay. Scale bars, 100 μm. (H) Chromosome counting of N01F iPSC no. 1 by G-banding. Fifty cells were used in each cell line. Blue bars show euploid (2n = 38) cells. Numerics on bars show the number of counted cells (in 50 cells) harboring each number of chromosomes. (I) Q-banding-based karyotyping of a euploid cell from the N01F iPSC no. 1 line. High-resolution images of karyotyping are shown in Table S3.

Using RNA extracted from two piPSC clones (N01F iPSC nos. 1–2), we confirmed endogenous expression of PSC markers (*ssOCT4*, *ssNANOG*, and *ssSOX2*) with specific primers for porcine sequences (Figure 7B), and other PSC and NSC marker expression in porcine iNSLCs and iPSCs was further assessed by mRNA-seq (Note S9). AP staining and immunocytochemical analyses showed that the piPSCs strongly expressed AP, OCT4, and SOX2 (Figures 7C–7E), while these cells were negative for NANOG, SSEA4, and TRA-1-60 (Note S10), as well as SSEA1, SSEA3, and TRA-1-81 (data not shown). As performed in ciPSCs (Note S7), we explored culture conditions which could enhance PSC marker expression in the piPSCs (see Note S10). In addition, after five passages, we confirmed the removal of episomal vectors by genomic PCR (Figure 7F). Furthermore, *in vitro* differentiation of one iPSC clone (N01F iPSC no. 1) resulted in successful differentiation of the cells into all three germ layers (Figure 7G). The karyotype of N01F iPSC no. 1 was highly stable, most of analyzed cells (49 out of 50) showed normal karyotype, 38XX (Figures 7H and 7I).

## Discussion

In this study, we generated transgene-free iPSCs from fibroblasts of multiple mammalian species. Using our reprogramming method, we were able to obtain transgene-free iPSCs from both embryonic and adult marmosets, an adult dog, and post-neonatal pigs. We also demonstrated that the resultant iPSCs were successfully differentiated into all three germ layers and germ cell linage. Thus, this method is robust and efficient, and applicable for reprogramming somatic fibroblasts from various mammalian species across different taxonomic orders into iPSCs.

The naive human and marmoset PSCs we recently reported (Kisa et al., 2017; Shiozawa et al., 2020) were characterized by the strong expression of *ESRRB*, which has an important role for the maintenance of the naive pluripotent state in murine ESCs (Festuccia et al., 2012). However, when utilizing the medium for inducing these naive human PSCs in this study, the primary dome-shaped colonies that initially appeared after the transfection of fibroblasts (Figures 1B, 1D, 6B, and 7A) were not naive or primed-state PSCs (Nichols and Smith, 2009), but were presumably NSC-like cells, as shown through multiple analyses.

Collectively, marmoset iNSLCs showed unique properties of gene expression and differentiation capacity similar to NSCs, but clearly distinct from marmoset PSCs. We discuss two rational possibilities that enabled us to obtain transgene-free iPSCs from somatic fibroblasts via an NSC-like state in this study (see Note S11).

The use of this method via an NSC-like state enabled the derivation of marmoset iPSCs completely free of transgenes, which has not been achieved in earlier reports (Debowski et al., 2015; Tomioka et al., 2010; Wu et al., 2010). More recently, we and other groups reported the generation of transgene-free marmoset iPSCs by episomal vectors or RNA-based reprogramming, using chemical inhibitors similar to those supplemented in NSM (Nakajima et al., 2019; Petkov et al., 2020; Vermilyea et al., 2017; Watanabe et al., 2019), but the reprogramming mechanism has not been thoroughly investigated. This study suggests that passing through this NSC-like state facilitates iPSC reprogramming for marmoset fibroblasts. In addition, in sharp contrast to the previous reports, our study confirmed the efficacy of the iNSLC-mediated reprogramming of somatic fibroblasts in species besides the marmoset. In particular, successful derivation of transgene-free ciPSCs and piPSCs is significant, due to the species-specific difficulties in previous studies (see Note S12).

The definition of bona fide iPSCs remains controversial. Tetraploid complementation is the most stringent criterion for evaluating the developmental potential of murine iPSCs (Wernig et al., 2007). Less stringently and more practically, the potential for germline-transmitting chimera formation through blastocyst injection has also been used as a developmental criterion for murine iPSCs (Hamanaka et al., 2011; Okita et al., 2007). However, as there are few reports of non-rodent mammalian iPSCs that are germline-competent, except for one on piPSCs (West et al., 2011), and none on primates, including humans, there is a need for an alternative criterion for these species. In this context, several studies reported that transgene excision in iPSCs seemed crucial for normal development *in vivo* (Du et al., 2015; Okita et al., 2007; West et al., 2011), and transgene-excised hiPSCs have been suggested to be "safer" than transgene-integrated ones, as the reactivation of transgenes can increase tumorigenic risk (Galat et al., 2016). Thus, we propose the absence of transgene(s) to be a tentative criterion for bona fide non-rodent mammalian iPSCs.

In conclusion, we obtained transgene-free iPSCs fulfilling the criterion above in three species, spanning various taxonomic orders. Our method described in this study may facilitate the reprogramming process in the class *Mammalia*.

## Experimental procedures

### Animals and Ethical Statements

All animal experiments were performed in accordance with the guidelines for laboratory animals by the National Institutes of Health, and the Ministry of Education, Culture, Sports, Science and Technology (MEXT) of Japan, and were approved by the institutional Animal Care and Use Committee of Keio University, Nihon University, and RIKEN (approval no. H27-2-306(4)).

Animal care was conducted in accordance with the National Research Council (NRC) Guide for the Care and Use of Laboratory Animals (2011).

Other experimental procedures, including information of animals, cell culture, genomic and transcriptomic analyses, are described in Supplemental Experimental Procedures.

## Author contributions

Conceptualization, S.Y.; Methodology, S.Y.; Software, S.Y., M. Nakajima, T. Sanosaka, and K.I.; Validation and Format Analysis, S.Y., M. Nakajima, A.I., and T. Sato; Investigation and Resources, S.Y., A.I., T. Sanosaka, R.N., M.I., H.W., J.O., Y.T., E.A., E.S., R.B., T.N., K.E., and S.S.; Data Curation, S.Y., M. Nakajima, and T.Sanosaka; Writing – Original Draft, S.Y.; Writing – Review & Editing, S.Y., M. Nakajima, T. Sanosaka, M. Nakamura, T.N., and H.O.; Supervision and Project Administration, H.O.; Funding Acquisition, H.O., K.E., and S.Y.

## Declaration of interests

H.O. serves as a paid scientific advisor at SanBio Co. Ltd. and K Pharma Inc., but these companies had no control over this work. The other authors declare neither financial nor non-financial competing interests.

How the deposited data were processed for this re-analysis (not part of the article)

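Single-cell RamDA-seq of marmoset cells was re-analysed from the table of normalized counts that the authors deposited. The cells compared are 65 E01F A-2 iNSLCs at passage 1, 4 no. 40 ESCs and 1 E01F A-2-2 iPSC, and 1 E01F fibroblast was projected or set beside them. The paper's text gives no result for the fibroblast. Each group was taken as 1 culture, so no test between the groups and no count of genes that differ between them was made from cells.

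The signal in the deposited table is the authors' normalized counts, in which each cell has its own factor. The submitters' processing notes name Trimmomatic, STAR 2.6.0c, featureCounts 1.5.1 and Seurat 3.0.0, without the role of each for this table. The genome build and the annotation are not given in the sources used here. Within each cell every value is a whole multiple of the value of 1 read. The largest deviation from a whole number of reads was 0.0117, and 100% of non-zero values were within 0.02. The value of 1 read was 0.441 to 2.84 normalized counts in iNSLCs and 0.405 to 2.55 in PSC cells, so a single read weighs more in a shallow cell. The row with no gene name held at most 0.449% of a cell's total and was left out of gene results.

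Values were read with pandas 2.3.3 and computed with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9. PCA used log2 values after a pseudocount of 1, centred per gene and not scaled, over genes with a mean of at least 1. Pearson correlations between cells used the same values and are across genes, which are not independent replicates. Shares of cells have exact Clopper-Pearson intervals at 95%, and sums of reads have exact Poisson intervals. Folds against a group with no read use a floor of 3 reads over the group, which is 0.648 normalized counts for the PSC cells and 0.0618 for the iNSLCs. This floor allows for counting error and not for reads that are uneven between cells. Detection depends on depth, so shares count cells with a read and not cells that express a gene. Where a share is 0, its upper limit is set at 3 cells of the total in place of an interval. The median of a list was compared with 10000 random lists of the same size, drawn from 20 bins of mean expression, which describes these cells and is not a test between cultures. The steps were tested on simulated data with known changes, where a true log2 ratio of 2 had a median estimate of 1.74 and a ratio of -2 had one of -1.93. A true ratio of 1 had an estimate of 0.872 and a ratio of -1 had one of -1.23. Small negative ratios can therefore be overstated.

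The 18 gene lists were written before the data were examined, from general knowledge of markers and from genes that the paper names. Table S2 of the paper, which covers bulk samples, had been seen at that time. Of 220 listed genes, 24 have no row in the table. SOX2 is in both the pluripotency and the neural stem cell lists. ESRRB, which the paper's text names only for PSCs of earlier work, is in the list of other markers assayed in the paper. The lists cover pluripotency and neurogenesis genes named in the paper, other markers assayed in the paper, pluripotency, naive pluripotency, epithelial, neural stem cell, proneural and neuroblast, anterior neural, posterior neural, glial, neural crest, mesoderm and endoderm, fibroblast, cell cycle, stress response and housekeeping genes, and the EP-A reprogramming factors. Single genes were named by a rule set before the data were examined. They are the genes of the first 3 lists (some results for single genes are not reported here), the 10 named genes with the largest log2 ratio in each direction, the 10 with the largest SD over iNSLCs among those with a mean of at least 100, and up to 4 members of every other list. For the second part a gene needed a mean of at least 10 in the higher group and a value above 0 in at least 4 PSC cells or at least 50% of iNSLCs. Symbols that start with LOC were counted as not named. HOX genes other than HOXA3 and HOXB2, POLE, CHAF1A, IQGAP3, MEIS1, GBX2, OTX2, EMX2, MYCL, COL3A1, IGFBP2, MSX2, DPPA4 and the genes that differ by cell number fall outside this rule and were chosen after their values were seen.

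The alternatives set before the data were examined were a pseudocount of 10, a mean of at least 10 or no filter on low values, scaling of every cell to the median total, removal of the 10% of iNSLCs with the fewest detected genes (7 cells), thinning of every cell to 131214 reads, other limits for detection, list members with a mean of at least 10, medians in place of means over cells, and leaving out each PSC cell in turn. The yardsticks for a change under an alternative were fixed after the data were seen: the SD over pairs of iNSLCs for correlations, the SD over PSC cells for ratios and the 95% interval of the count for shares. The iNSLCs numbered 56 or below and 57 or above were separated after the data were seen, and the boundary was set by eye from the profiles. No library or plate is given for the cells in the labels, and Figure S7, the Supplemental Experimental Procedures and the Notes of the paper were not used here.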

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

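The tests of read depth and library batch for the division of iNSLCs by cell number, of carry-over for the pluripotency genes and of fibroblast RNA for the HOX genes were chosen after the results were seen. The tests of IGFBP2, of a PSC cell among the iNSLC libraries and of scaling were written down before their own values, though related values (shares of cells per gene, nearest neighbours and the main list medians) had been seen.

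Among the 4 ESCs, 17 measures were examined for a cell that lies far from the other 3, and 7 had one. Chance gives such a cell in about 1 in 20 groups. ESC cell 11, the shallowest, had 7126 detected genes, where the others had 15122 to 15521. Its row with no gene name held 0.449% of the total, where the others had 0.00382% to 0.0235%, and its median correlation with the other ESCs was 0.610, where they had 0.748 to 0.764. The mesoderm gene TBXT was at 158 normalized counts in this cell and at 8.10 to 15.1 in the others. ESC cell 12 had the highest values of UTF1 at 31.9 (others 8.91 to 12.8), NANOG at 166 (others 38.3 to 50.8) and LIN28A at 461 (others 58.7 to 117). These flags share 2 cells and are not independent.

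Some signals lie in cells or genes that the paper does not discuss. The fibroblast list had a median of 316 normalized counts in the fibroblast cell, and its medians were 7.75 in iNSLCs and 2.94 in PSC cells. IGFBP2, a secreted protein that binds insulin-like growth factors, had a mean of 20515 normalized counts in iNSLCs, against 87.5 to 823 in PSC cells, and had the highest value of all genes in each of the 65 iNSLCs. COL1A2 had a mean of 104 in iNSLCs and 0 to 1.62 in PSC cells. An iNSLC had reads of 9 HOX genes in the median, and a PSC cell of 0 to 3. At equal reads, the iNSLCs numbered 57 or above had a median of 10497 detected genes, against 9295 for those numbered 56 or below.

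The iNSLCs divided by cell number. Of 6118 genes with a mean of at least 10, 855 had an absolute log2 ratio of at least 1 between the sets, against at most 112 in 100 random divisions of the same sizes, so a random division is not enough to give it; the boundary was chosen by eye, and PC1 alone has its best boundary at 54 and 55. Read depth is argued against: with 58 iNSLCs thinned to the same number of reads, the division held a median of 67.1% of the PC1 variance over 20 thinnings (66.3% to 67.8%), where it held 65.3% in the deposited values of these cells. The abundance of IGFBP2 is argued against as well, since the division held 51.7% of the PC1 variance without IGFBP2 and 52.1% with it. Thinning makes reads equal but not the number of genes that a library captures. At equal reads the division held 36.4% of the variance in detected genes, whose best boundary is also at 54 and 55. Cell 33 had the lowest PC1 score, -116, and 6996 such genes, and cell 95 the highest, 66.3, and 11175. Thinning cannot test gene capture per library as a source, which stays open. A difference between library batches cannot be told apart from a difference between cells, because the labels name no batch and all PSC cells have lower numbers; no biological explanation was tested.

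As a source of the pluripotency reads in single iNSLCs, a PSC cell among their libraries is argued against, because no iNSLC had reads of more than 11 of the pluripotency genes and the lowest PSC cell had 17. Carry-over of RNA or reads from PSC cells cannot be told apart from transcription in the 7 cells: of 29 other genes of the pluripotency and epithelial lists with a mean of at least 10 in PSC cells and reads in at least 4 of them, the numbers without a read in each cell sum to 140, where carry-over at the lower limit of its rate over these cells, with the reads of a gene in a cell counted as 1 molecule, allows up to 146 of 203 and at the observed rate gives 105. If every read were a molecule of its own, cells 25 and 64 would have more genes without a read (22 and 23) than the 4.58 and 14.1 allowed, and so would cell 34, within chance (21 against 19.7), but the reads carry no molecular tags. The 29 genes include SOX2 and LIN28A, which 100% of iNSLCs had, so their reads need no carry-over. Such genes lower the number without a read. A sum of 140 under a limit of 146 therefore cannot decide the question. Several other sets of genes and forms of this test had been compared before. Low transcription in a few iNSLCs stays open too.

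HOX genes, which mark the hindbrain and levels behind it, were found in iNSLCs. RNA of fibroblasts in the iNSLC libraries is argued against, because all 26 fibroblast genes in the table had a median log2 ratio of -5.18 between iNSLCs and the fibroblast cell and all 31 HOX genes one of 0.47, apart by more than the interquartile ranges of 3.22 and 2.42. With reads in iNSLCs, 11 HOX genes had none in the fibroblast cell, though a single fibroblast stands for its culture here. Scaling could not be tested by the posterior neural list, whose median log2 ratio between PSC cells and iNSLCs was -0.98 with every cell scaled to the same total, because 9 of its 13 genes have no read in PSC cells and a value of 0 stays 0. Whether a gene has a read does not depend on scaling. Of the 31 HOX genes, 27 had no read in any PSC cell. An iNSLC had reads of 3 to 22 of them, with a median of 9, and a PSC cell of 0 to 3. These counts, compared after they were seen, argue against scaling as the source of HOX detection in iNSLCs. No biological explanation was tested.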

How the results depend on the processing

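The alternatives that keep only the iNSLCs numbered 56 or below or 57 or above were chosen after the data were seen, as were all alternatives for DCX, for ESC and PSC correlations, for single genes and for lists other than pluripotency, neural stem cell, and proneural and neuroblast. No paired analysis was possible because each group was taken as 1 culture, and none of the results comes from a test.

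Under every alternative run, no iNSLC lay within the range of the PSC cells on whichever of PC1 and PC2 parted them better, none had a PSC cell as nearest neighbour, and every PSC cell kept a PSC cell as nearest neighbour. With each PSC cell left out in turn, the pluripotency list had medians of 3.46 to 4.20, the neural stem cell list -3.76 to -3.56 and the proneural and neuroblast list -1.87 to -1.64. With each ESC left out, the correlation between iNSLCs was 0.612 to 0.614. Scaling of every cell to the same total cannot change results on detection above 0, and left the other main results within their yardstick.

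With a pseudocount of 10, the medians were 1.84 for the pluripotency list, -1.60 for the neural stem cell list and -0.34 for the proneural and neuroblast list, and the correlation between iNSLCs was 0.687; a larger pseudocount shrinks ratios by construction. With medians over cells, the neural stem cell list had -3.25 and the proneural and neuroblast list 0, since a gene found in fewer than 50% of cells has a median of 0. The proneural and neuroblast list had -1.31 without the 10% of iNSLCs with the fewest genes, -3.09 over its 8 members with a mean of at least 10, and -1.13 in the iNSLCs numbered 57 or above; the cause was not tested. The correlation between iNSLCs was 0.465 over genes with a mean of at least 10, 0.729 with no filter and 0.683 in the iNSLCs numbered 57 or above.

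Detection results depend on the limit and can depend on depth. At a value of at least 10, EPCAM and DPPA2 were found in 0% of iNSLCs. No cell (0) had at least 2 of EPCAM, ZFP42 and DPPA2. The highest DPPA2 value in PSC cells was 7.56, so this limit cannot tell iNSLCs from PSC cells by DPPA2. The median number of the neurogenesis genes named in the paper, 2 over any read, was 1 at a value of at least 10. At the lowest PSC value above 0, EPCAM was found in 0% of iNSLCs, and ZFP42 and DPPA2 in 1.54% each. At this limit 0 cells had at least 2 genes. At 100 or more the median number of neurogenesis genes was 0. With cells thinned to equal reads, DPPA2 was found in 0% and 0 cells had at least 2 genes. Cell 91, the only iNSLC with reads of DPPA2 and the only one with 2 genes, had too few reads and was left out. These values follow from its exclusion and cannot show an effect of depth. ZFP42 was found in 1.72% of the 58 thinned iNSLCs, against 4.62% of all 65, and EPCAM in 5.17%, against 6.15%. Cell 91 was also 1 of the 3 iNSLCs with reads of ZFP42. In the iNSLCs numbered 56 or below, DPPA2 was found in 0%, 0 cells had at least 2 genes and the median number of neurogenesis genes was 1.

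The log2 ratio of TFAP2A was 2.41. With each PSC cell left out in turn it was -1.47 to 2.71, and it reversed without the iPSC, the only PSC cell with reads of it. Smaller ratios also changed sign. THBS1, at 0.32, was -0.03 with scaling, -0.63 with medians over cells and -1.31 without ESC cell 14. The glial list, at 0.15, was -0.11 without the iPSC, and the housekeeping list, at -0.14, was 0.06 and 0.14 without ESC cells 10 and 11. The neural crest list, at -0.51, was 0.08 over members with a mean of at least 10. Of the alternatives for the main results, 98 stayed within their yardstick and 24 did not. Of those for the other single genes, lists, shares and correlations, apart from TFAP2A without the iPSC, 942 stayed within it and 205 did not.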

Differences from the paper's values

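The paper's numbers of cells, 65 iNSLCs and 5 ESCs and iPSCs, match those of the table. The paper's reported share of doublecortin-positive cells in iNSLC colonies is about 10%, counted by immunocytochemistry, and 80% of the E01F A-2 iNSLCs had reads of DCX (CI 68.2% to 88.9%). RNA reads and protein staining are different measures. The paper names no line for its count, which stands in a paragraph on I5061F B-0 iNSLCs, so the cells may differ too. No alternative for DCX was set before the data were examined. At a value of at least 100 normalized counts, a limit chosen after seeing the values and known to lie nearer to the paper's share, DCX was found in 6.15% of iNSLCs, and at a value of at least 10 it was found in 53.8%.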

Other observations

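The values below belong to single cells of E01F A-2 at passage 1, and many of the paper's statements on these genes were made for bulk RNA of other clones and passages. The genes outside the naming rule were chosen after their values were seen.

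Position along the body axis can be read from homeobox genes. HOXB2 was found in 92.3% of iNSLCs, HOXA3 in 84.6%, HOXD4 in 83.1% and HOXB4 in 75.4%, and none of these had a read in PSC cells. HOXD4 and HOXB4 had no read in the fibroblast cell, and HOXA3 and HOXB2 had 4 and 17. HOXC10 had 25 reads in the fibroblast and none in iNSLCs, and HOXA11 had 6 and none. Of 31 HOX genes in the table, 12 were found in at least 50% of iNSLCs, and the fibroblast had 20. The cofactor gene MEIS1 was found in 100% of iNSLCs and the hindbrain border gene GBX2 in 75.4%. The forebrain genes OTX2 and EMX2 had no read in iNSLCs (0 of 65, which allows up to 4.62% of cells with a read). The posterior neural list of 13 genes had a median log2 ratio of -0.98 between PSC cells and iNSLCs, or -0.59 with 7 genes at their bound, and 11 were lower in PSC cells. The anterior neural list of 6 genes had a median of -0.04.

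The dorsal neural tube and neural crest genes PAX3 and PAX7 were found in 95.4% and 81.5% of iNSLCs and ZIC1 in 84.6%. The whole neural crest list had a median of -0.51 with 5 genes in each direction, and of -2.01 without the iPSC, the only PSC cell with reads of MSX2 and TFAP2A. Glial genes had a median of 0.15, and of -0.11 without the iPSC. The 26 fibroblast genes had a median of -0.06, and their members went both ways: COL1A1 had a mean of 134 in PSC cells and 1.52 in iNSLCs, and COL1A2 had 0.704 and 104. COL3A1 was low in both, at 0.0810 and 0.183, and at 5228 in the fibroblast.

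The naive pluripotency list of 9 genes had a median of 3.14, or 4.26 with 5 genes at their bound. The mesoderm and endoderm list of 9 genes had 1.08, the stress response list of 12 genes -1.01, the housekeeping list of 11 genes -0.14 and the EP-A reprogramming factors 1.58. These were 0.68 for mesoderm and endoderm without the iPSC, -0.73 to 0.14 for housekeeping with each PSC cell left out, and 1.04 for the reprogramming factors without ESC cell 12. The 6 pluripotency genes named in the paper had 5.78, or 6.03 with 2 at their bound. The 5 neurogenesis genes had -1.94, or -2.14 with 3 at their bound. The 13 other markers assayed in the paper had 0.74, or 1.58 with 2 at their bound, and 0 without ESC cell 14.

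The paper measured some markers by qPCR in other samples. Of these, SOX2 was found in 100% of the iNSLCs here with a log2 ratio of -1.97. SOX1 was found in 87.7% with -4.26, and ZNF521 in 96.9% with -3.99. MSI1, which the paper's text reports by immunocytochemistry, was found in 100% with -2.12. TERT was found in 63.1% with 3.29. TBXT was found in 3.08% of iNSLCs and SOX17 in 3.08%, and SOX17 had no read in PSC cells. DPPA5 had no read in iNSLCs and was at least 419-fold higher in PSC cells. ESRRB, which the paper's text names only for PSCs of earlier work, had no read in iNSLCs. It had 4 reads in PSC cells, all in 1 ESC. Of the factors on the episomal vectors, which include SOX2, POU5F1 was found in 36.9% of iNSLCs, KLF4 in 24.6%, LIN28A in 100% and MYCL in 58.5%; MYCL had a mean of 0.243 in PSC cells and 6.98 in iNSLCs. Vector and chromosomal reads cannot be separated in gene totals.

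Between the sets of iNSLCs by cell number, the neural crest list was higher in the cells numbered 57 or above by a median of 0.68 on the log2 scale and the cell cycle list had a median of -0.43. CCNB1 had means of 23.4 in the cells numbered 56 or below and 4.56 in those numbered 57 or above, and IGFBPL1 had 71.2 and 4.52. IGFBP2 had medians of 13412 and 23226.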
